A study of Homo sapiens with 4 samples. Its data were reported in "Actin Family Proteins in the Human INO80 Chromatin Remodeling Complex Exhibit Functional Roles in the Induction of Heme Oxygenase-1 with Hemin" (2017).

How the data were processed

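Total RNA from 4 cultures of Nalm-6 cells (WT, Arp5 KO, Arp8 KO and the culture labelled Arp8 OE) was labelled with Cy3 and hybridised to 4 one-colour Agilent arrays. According to the treatment protocol in the labels, heme was given at 20 uM for 12 hours. Groups were taken from the genotype in the labels. The labels disagreed on the treatment: titles, treatment protocol and series design gave heme for every sample, the treatment characteristic of both knockouts gave no heme, and the sample source gave no heme for Arp5 KO and heme for Arp8 KO. Groups were therefore compared by genotype, and the treatment of the knockouts was left open.

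The deposited scanner files hold intensity on a linear scale, which the authors obtained with Agilent Feature Extraction 10.10.1.1 per the file headers. The processed signal in these files is background-subtracted and detrended within the array and not normalized between arrays. The files also hold flags, set by the same software per the file headers, for spots well above background, saturated spots and outlier spots. The authors' deposited series matrix holds the intensity of the same spots, and was found to equal the processed signal times 1 factor per array (2.01 for WT, 1.99 for Arp5 KO, 2.25 for Arp8 KO and 2.29 for Arp8 OE). It was used as an alternative. Every column of values was matched to a sample.

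The main values were log2 of the processed signal minus log2 of the array's 75th percentile over spots that were not controls. Outlier spots (70, 76, 75 and 69 on the WT, Arp5 KO, Arp8 KO and Arp8 OE arrays) were left out, and replicate spots of a probe were averaged on the log2 scale. There were 264 probes printed 10 times. A probe counted as well above background on an array if at least 50% of its spots were, and was tested if this held on at least 1 of the arrays compared. A probe not well above background was given the higher of its own value and the lowest value among the array's probes well above background, after scaling. Its difference is then a bound, printed as at least N-fold. Probes were kept separate, and where probes of a named gene differed this is stated.

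Of the 41000 probes, 28354 carried a RefSeq accession. Of these, 27210 (66.4% of all probes) matched a gene symbol in the reference table of assembly GRCh38.p14, for 18203 genes. The file headers name another build, hg19, so no coordinates are given. Of the genes in the fixed lists, CD24, HSPA1B and OSGIN1 had no probe by that symbol.

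With 1 array per group there was no test. Differences were given as log2 differences, as counts of probes past 2-fold and as zones of probes past 2-fold in both knockouts. Shares carry exact Clopper-Pearson intervals at the 95% level and R squared carries an interval from Fisher's transformation; both cover sampling over probes only. Because both knockouts share the WT array, 100 simulations of unchanged groups with a shared control were run. Each simulated array took the probes' mean levels and added a deviation drawn, with a random sign, from the difference between Arp8 OE and WT (divided by the square root of 2) at a probe within 200 ranks in mean level. Any real difference between these 2 cultures therefore enters the simulated spread. A simulated Arp8 OE array, drawn in the same way, was added after the data were seen, for the zone probes on that array and for separate references. Medians of 9 gene lists were ranked among 10000 random lists of as many probes, matched on mean level in 20 bins. Random lists were not matched on the number of probes per gene. The lists were the BACH1/NRF2 targets, glutathione enzymes, heat shock genes, ATF4 targets, heme-repressed genes, INO80 complex subunits, p53 targets, proliferation genes and B-lineage genes. GSR is a member of the first list and also of the glutathione enzymes.

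The named genes followed a fixed rule: ACTR5 and ACTR8; HMOX1, GPX3 and GSTM3, which the study names; members of the fixed lists; the 5 zone I and 5 zone IV genes with the largest smaller difference of the 2 knockouts, among probes with a symbol that were well above background and not saturated on WT and both knockout arrays; and the 3 highest and 3 lowest genes of Arp8 OE by the same rule. The groups, comparisons, gene lists, this rule and all alternatives but 1 were fixed before the data were examined.

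The alternatives were scaling to the median, quantile normalization, cyclic loess, normexp background correction with an offset of 50, the series matrix, only probes well above background on every array compared, no filter and no floor, the mean over a gene's probes, a 4-fold threshold, and Arp8 OE as the reference array. Normexp was run on the median spot signal in place of the mean spot signal that had been planned, because the files used hold the former. An alternative chosen after seeing the data left out probes of which at least 50% of the spots had an adjacent spot over 2-fold brighter on 1 array than on the 3 others. Spots were adjacent if their centres lay within 20 pixels, which gave a spot at most 6 neighbours; around GSTM3 and GPX3, spots within 60 pixels were counted as well, a distance chosen after the data were seen. Positions were shuffled 10000 times for zone probes and the surroundings of GSTM3 and GPX3, and 1000 times for bright spots.

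The steps were tested on simulated data. For both knockouts against WT, 200 of 17073 probes were changed by a log2 shift of 2, and 200 were recovered with 0 unchanged probes called. This simulation had noise between spots only, so it tested that the steps run correctly and not how many unchanged probes pass 2-fold between arrays. The simulation with a shared control put 204.4 and 201.6 unchanged probes in zones I and IV on average. Of 300 spots marked at random, 4% had a marked neighbour, and of 300 marked in adjacent pairs, 100% had. Computations used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp, quantile normalization and cyclic loess.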

Results

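Gene expression was measured in Nalm-6 cells, a human pre-B leukemia cell line, after treatment with heme, which induces oxidative stress and the heme oxygenase gene HMOX1. There were 4 groups: wild-type cells (WT), cells in which the gene for actin-related protein 5 was disrupted (Arp5 KO), cells in which the gene for actin-related protein 8 was disrupted (Arp8 KO), and cells labelled as overexpressing Arp8 (Arp8 OE). Arp5 and Arp8 are subunits of the INO80 complex, which remodels chromatin with the energy of ATP. Each group had 1 array, so no difference reported here was checked against a biological replicate, and no test between conditions was made. All 4 arrays lay on 1 slide and had the same scan time.

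Each array held 43376 spots other than controls, for 41000 probes. The 75th percentile of the processed signal was 735.1 on the WT array, 739.6 on the Arp5 KO array, 655.7 on the Arp8 KO array and 647.4 on the Arp8 OE array. The share of probes well above background was 57.2% in WT, 57.1% in Arp5 KO, 57.4% in Arp8 KO and 55.8% in Arp8 OE. No spot was saturated. Between replicate spots of a probe on the same array, the median SD of the log2 signal lay between 0.055 and 0.061, which gave 0.08 as the technical SD of a log2 difference between 2 arrays. That SD covers the spots of an array only, and the number of arrays limits the precision of every comparison.

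The labels were first checked against the targeted genes. ACTR5, which encodes Arp5 and had 1 probe (A_23_P165952), was 19.3-fold lower in Arp5 KO than in WT, a log2 difference of -4.27. In Arp8 KO and in Arp8 OE it differed from WT by -0.11 and -0.28. ACTR8, which encodes Arp8, had 2 probes, and both were lower in Arp8 KO than in WT, by log2 differences of -0.53 and -0.68. These differences were larger than the technical SD but left most of the transcript signal in place. Background correction by normexp moved a targeted gene most, and brought the ACTR5 difference in Arp5 KO to -2.80. On the array labelled Arp8 OE, neither ACTR8 probe was raised: the differences from WT were 0.02 and -0.01. Whether these probes detect the transcript of an added gene copy is not known, so overexpression was neither seen nor excluded. That label is therefore used only as a name, and no direction drawn from this array is taken as an effect of more Arp8.

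Whether the induced expression of HMOX1 depends on the INO80 complex was the question behind the comparison of the knockouts with WT. The HMOX1 probe (A_23_P120883), printed at 10 positions, was 7.88-fold lower in Arp5 KO and 7.52-fold lower in Arp8 KO than in WT. The log2 differences were -2.98 and -2.91, with SDs of 0.07 between 9 usable spots and 0.10 between 10 spots. All of these spots were over 2-fold lower than in WT. HMOX1 was also 4.16-fold lower on the array labelled Arp8 OE, a log2 difference of -2.05 with an SD of 0.04 between 10 spots. The choice of reference moved these values most: against Arp8 OE in place of WT, HMOX1 was lower by log2 differences of -0.92 in Arp5 KO and -0.86 in Arp8 KO. Part of the labels gave the knockout cells as not treated with heme, while their titles and the treatment protocol gave heme for all 4 groups, so the treatment of the knockout cells is open.

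The probe for glutathione peroxidase 3, GPX3, was not well above background in either knockout. Its signal was at least 7.31-fold lower in Arp5 KO and at least 7.87-fold lower in Arp8 KO than in WT, and 4.20-fold lower in Arp8 OE. Glutathione S-transferase mu 3, GSTM3, had 3 probes. Only 1 of them was well above background on any array, and on the WT array alone, where it was at least 23.5-fold above Arp5 KO, 25.3-fold above Arp8 KO and 19.8-fold above Arp8 OE. The other 2 probes were not well above background on any array, and 1 of the 6 spots adjacent to the bright probe was also bright on the WT array alone. Within 3 times that distance 9 of 56 spots were, against 0.42 on average and at most 4 for shuffled positions. Only 0.169% of tested single-spot probes had as many. Around the GPX3 probe, 1 of 59 spots was bright on WT alone.

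**Figure D1:**
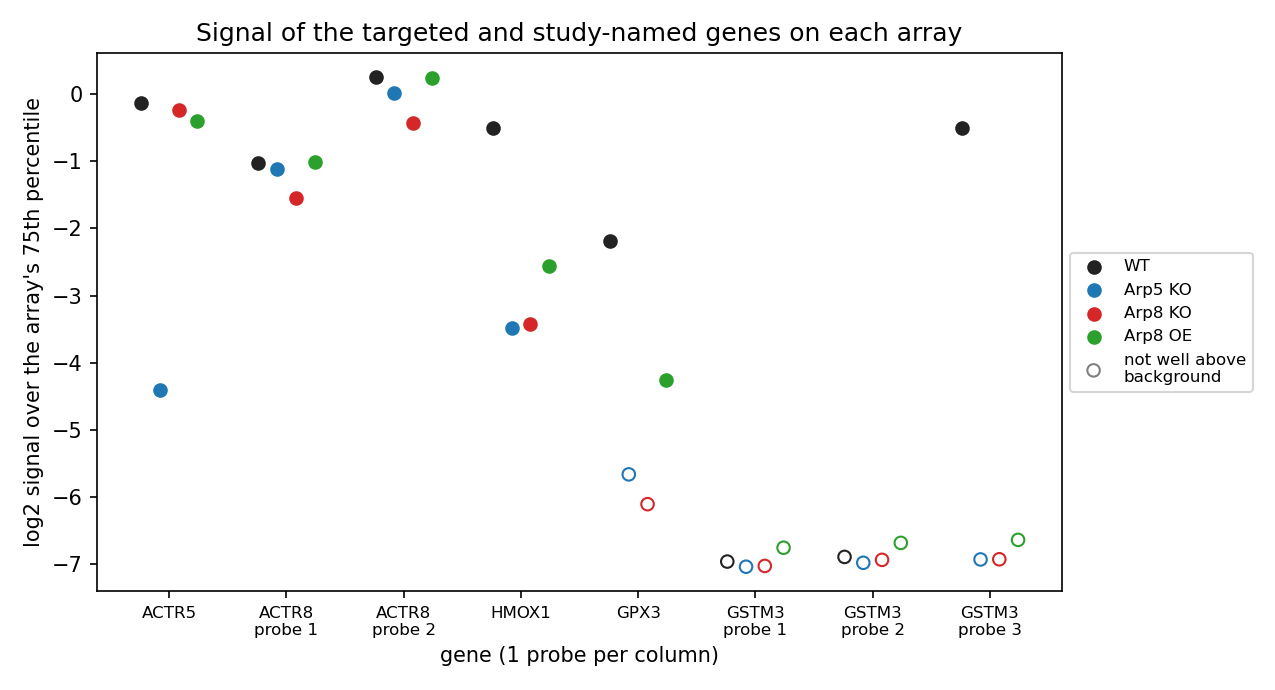
Log2 signal relative to each array's 75th percentile (vertical axis) for each probe of the targeted genes and of HMOX1, GPX3 and GSTM3 (horizontal axis), with 1 point per array and open points where the probe was not well above background. ACTR5 was low in Arp5 KO alone, HMOX1 was lower than in WT on the 3 other arrays, and 1 of the 3 GSTM3 probes was bright in WT alone.

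Next, the extent of misregulation was counted against WT with a 2-fold threshold, over probes well above background on at least 1 of the arrays compared. In Arp5 KO, 411 probes were higher and 488 were lower, of 24285 tested. In Arp8 KO, 828 were higher and 1068 were lower, of 24578 tested. On the array labelled Arp8 OE, 715 were higher and 520 were lower, of 24177 tested. Many of these differences were bounds, because the probe was not well above background on 1 of the arrays. Among probes well above background on both, 155 were higher and 203 lower in Arp5 KO, 576 higher and 632 lower in Arp8 KO, and 386 higher and 233 lower in Arp8 OE. In number of probes, the counts moved most without a filter or floor for dim probes, and most in Arp8 KO, to 1762 higher and 2810 lower.

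Probes past 2-fold in both knockouts were then sorted by direction into zones, to ask whether loss of Arp5 and loss of Arp8 affected the same transcripts. Of 25083 probes tested, 71 were higher in both knockouts (zone I) and 414 were lower in both (zone IV). Only 8 were higher in Arp5 KO and lower in Arp8 KO (zone II), and 3 showed the opposite (zone III). Zones I and IV together held 97.8% of the 496 probes (95% Clopper-Pearson interval 96.1 to 98.9%, which covers counting over probes only). In 100 simulations of unchanged groups compared with 1 shared control array, these zones held 95.7% of the probes on average. The simulated zones I and IV held 204.4 and 201.6 probes on average, nearly equal because the simulated deviations had random signs. In the data, zone IV held 5.83 times as many probes as zone I. Of the zone IV probes, 249 (60.1%) were well above background on WT alone of the 3 arrays, and 116 were so on all 3. Restricted to probes well above background on every array, zone IV held 116 probes and zone I 53. In number of probes, the zones moved most without a filter or floor, where zone IV held 1192 probes and zone I 287.

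Across the zone probes, R squared between the Arp5 KO and Arp8 KO differences was 0.798 (95% interval 0.763 to 0.827) and Spearman's rho was 0.859. Probes are not independent replicates, so no p-value is given. The simulated unchanged groups gave an R squared over zone probes of 0.779 on average, with a range from 0.653 to 0.860 that included the observed value. Their spread came from Arp8 OE against WT, with an SD over probes of 0.535, against 0.464 in Arp5 KO and 0.616 in Arp8 KO. The simulation therefore shows that such a value can arise without a shared change, and not what these arrays would give if unchanged. Across all tested probes R squared was 0.290 (0.281 to 0.300), against 0.250 on average and 0.288 at most in the simulations. With separate reference arrays the relation across all probes was weak. R squared was 0.038 (rho 0.27) with Arp5 KO set against WT and Arp8 KO against Arp8 OE, and 0.011 (rho -0.06) the other way round. Probes past 2-fold in both went in different directions with these references. In the former pair, 119 of 131 (90.8%) were in zones I and IV, with an R squared over zone probes of 0.383. In the latter, 92 of 349 (26.4%) were, so most lay in opposite directions, with an R squared of 0.292. Simulated unchanged arrays gave 49.9% on average (range 38.6 to 62.6%) for the former and 50.1% (37.1 to 61%) for the latter. Their R squared was at most 0.00079 and 0.00040 over all probes, and at most 0.068 and 0.066 over zone probes, so both observed relations were stronger than any simulated, the former positive and the latter negative. The R squared over zone probes moved most, to 0.631, without a filter or floor. Dim probes placed at the same floor on both knockout arrays differ from WT by nearly equal amounts, and without them, over probes well above background on every array, R squared was 0.766.

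**Figure D2:**
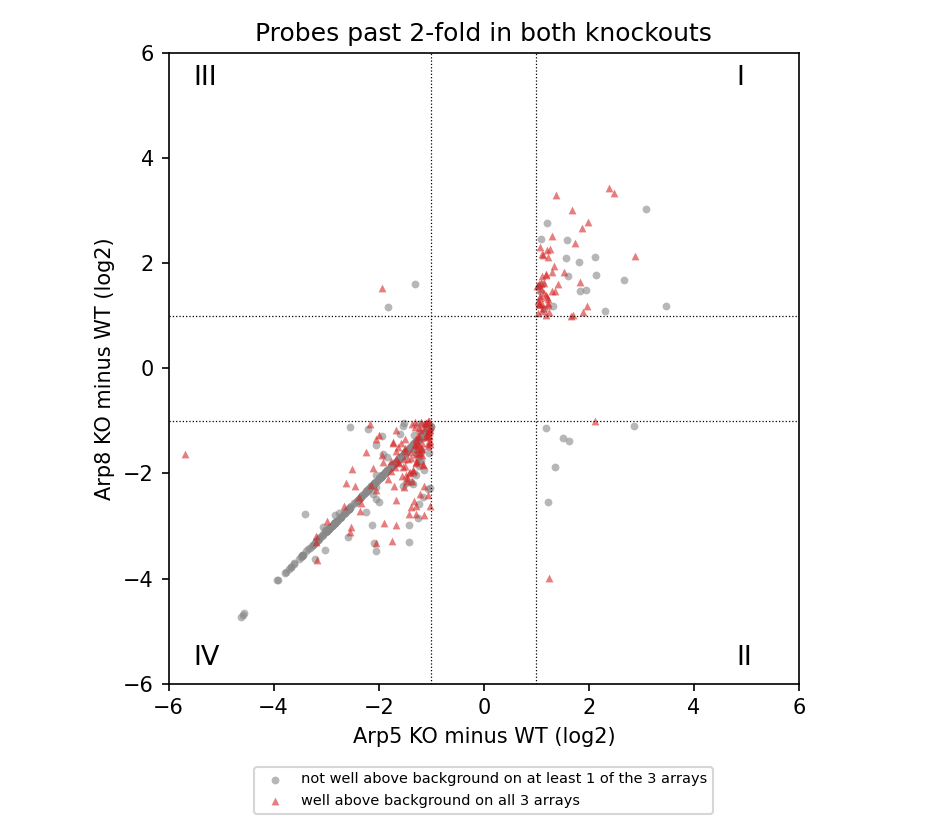
Log2 difference from WT in Arp5 KO (horizontal axis) and in Arp8 KO (vertical axis) for the 496 probes past 2-fold in both, with 1 point per probe and dotted lines at the threshold. Grey points were not well above background on at least 1 of the 3 arrays. Of the 414 zone IV probes, 249 were well above background on WT alone, and these lie on or near the straight line along which both differences are bounds.

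The zone probes were also examined on the array labelled Arp8 OE. A probe high on WT by chance is lower on every other array, so unchanged groups were simulated here too. For zone IV the median log2 difference from WT was -1.44, and 294 of the 414 (71.0%; Clopper-Pearson interval 66.4 to 75.3%) were over 2-fold lower than in WT. A simulated unchanged array gave a median of -1.40 and a share of 74.0% on average (range 67.2 to 80.1%), so the share does not tell whether these transcripts changed in Arp8 OE. For the zone I probes the median was 0.77, and 24 of 71 (33.8%) were over 2-fold higher, below the 74.6% on average and 66.7% at least in the simulations. A 4-fold threshold moved the zone IV share most, to 97.3%, and it was 50.3% over probes with no adjacent spot bright on 1 array alone, a restriction chosen after the data were seen. With Arp8 OE as the reference in place of WT, zone IV still exceeded zone I, 11.6 times, but only 46 of the 414 probes (11.1%) were in zone IV with both references.

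Zone IV probes were not spread evenly over the array. Of the 411 with a single spot, 213 (51.8%; 46.9 to 56.7%) lay beside a spot that was over 2-fold brighter on WT than on the 3 other arrays, against 4.27% of all tested single-spot probes. Shuffled positions gave 17.5 such probes on average and at most 32. Of the 71 zone I probes, 4 (5.63%) lay beside such a spot. The neighbours on the array were otherwise unrelated: the correlation of mean level between adjacent spots was -0.003 across 125760 pairs.

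**Figure D3:**
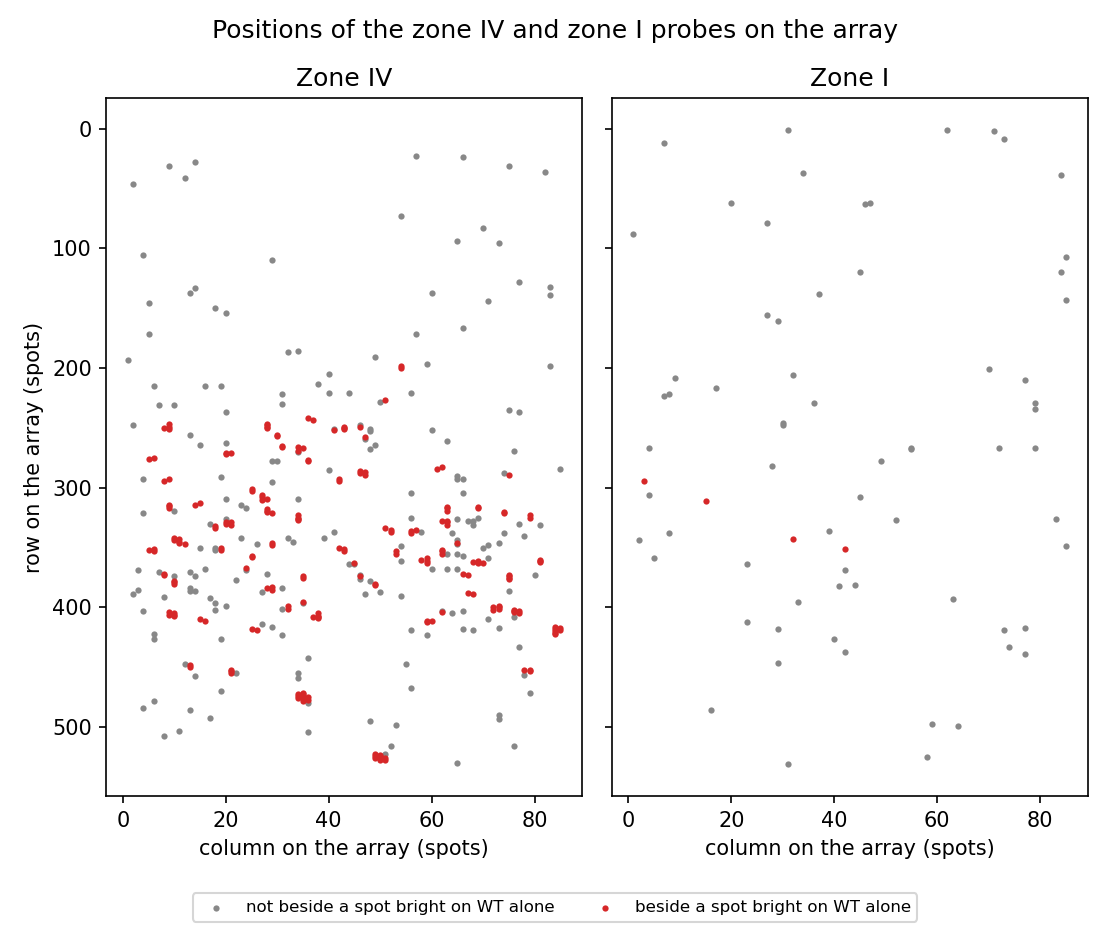
Position on the array, by column and row of spots, of the zone IV probes (left) and the zone I probes (right) that have a single spot, with 1 point per probe. The 213 zone IV probes beside a spot bright on WT alone (red) lie in small groups in the middle and lower rows, while 4 zone I probes lie beside such a spot.

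Among zone IV genes well above background on WT and both knockout arrays, ranked by the smaller of the 2 knockout differences, XYLB came first, with log2 differences of -3.19 in each. It had a bound of -3.07 in Arp8 OE, so it was low on all 3 arrays compared with WT. Its other probe was not well above background on any array. After XYLB came HMOX1 and then HSPA1A, an inducible heat shock gene, at -2.66 in Arp5 KO, -2.62 in Arp8 KO and -0.61 in Arp8 OE. The other 2 HSPA1A probes gave smaller differences in the knockouts, between -1.17 and -1.29. LGALS4 was at -2.54, -3.11 and -3.12, and SC5D at -2.35, -2.71 and -2.54, in Arp5 KO, Arp8 KO and Arp8 OE. Each of these 2 probes had 1 adjacent spot bright on WT alone, and the other 2 SC5D probes lay between -0.11 and 0.11 on the 3 arrays. Against Arp8 OE, LGALS4 was no longer lower, at 0.58 in Arp5 KO and 0.0077 in Arp8 KO, and SC5D was at 0.19 in Arp5 KO.

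In zone I, the corresponding genes were RUNX1T1 (2.48 in Arp5 KO and 3.34 in Arp8 KO), SOCS2 (2.37 and 3.43), ATP7B (2.88 and 2.13), MAB21L2 (1.87 and 2.66) and GJA3 (1.74 and 2.38). On the array labelled Arp8 OE they were also above WT, by 1.88, 0.80, 0.81, 2.17 and 0.84. The second SOCS2 probe gave 1.98 in Arp5 KO and 2.79 in Arp8 KO, whereas the second GJA3 probe was not well above background on any array. MAB21L2 reversed in Arp5 KO against Arp8 OE, to -0.30. On the array labelled Arp8 OE, the highest genes against WT, among probes well above background on both arrays, were PFKFB4 (3.58), TNNI1 (3.35) and ELFN2 (3.10). TNNI1 had 2 adjacent spots bright on that array alone. The lowest were BTBD6 (-4.05), ZSCAN18 (-3.77) and SMCO4 (-3.71). These 3 genes were low in Arp8 KO as well, at -6.00, -4.58 and -3.68, but not past 2-fold in Arp5 KO, at -0.34, -0.71 and -0.67. The second ZSCAN18 probe was lower too, with bounds of -2.04 in Arp8 KO and -1.69 in Arp8 OE.

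Finally, 9 gene lists were compared with 10000 random lists of probes matched on mean level. The lists hold several probes of some genes, such as 33 probes of 18 BACH1/NRF2 targets and 25 of 14 p53 targets in Arp5 KO. Probes of 1 gene are not independent, so the random lists may spread too little and the percentiles may overstate how far a list stands apart. Medians over gene means were not ranked. The median of the BACH1/NRF2 targets, which include HMOX1, was -0.29 in Arp5 KO and -0.78 in Arp8 KO, below every random list. It was below every random list on the array labelled Arp8 OE as well, at -0.34. The list median moved most against Arp8 OE, to 0.17 in Arp5 KO, a reversed sign, and to -0.42 in Arp8 KO. SLC7A11 was lower in both knockouts on 2 of its 3 probes, by -2.06 on each in Arp5 KO and by -3.33 and a bound of -3.48 in Arp8 KO, and these lay at 0.00 and -0.22 in Arp8 OE. On its remaining, dimmer probe the differences were bounds of -0.66, -0.77 and -0.42 in Arp5 KO, Arp8 KO and Arp8 OE. The heat shock genes had medians of -0.32 in Arp5 KO, -0.52 in Arp8 KO and -0.37 in Arp8 OE, all below every random list. Against Arp8 OE the heat shock medians were 0.022 and -0.11, inside the central 95% of random lists. Of the list's probes, 12 were lower and 12 higher in Arp5 KO, and 15 lower and 11 higher in Arp8 KO. HSPA1A stayed lower than in Arp8 OE on all 3 of its probes in both knockouts. Its first probe was at -2.05 in Arp5 KO and about as low in Arp8 KO, and the other 2 lay between -0.35 and -0.45. The medians of the glutathione enzymes (0.01 in Arp5 KO, -0.11 in Arp8 KO and -0.01 in Arp8 OE) and of the genes repressed by heme, ALAS1 and TFRC (0.035, -0.086 and -0.17 over 3 probes), lay inside the range of random lists. TFRC, with 1 probe, was at 0.035, -0.87 and -1.16 in Arp5 KO, Arp8 KO and Arp8 OE, and the median of the gene means in Arp8 KO was -0.46. The INO80 complex subunits, with medians between -0.02 and 0.01, lay inside it as well. INO80 itself was higher on 2 probes, by 0.70 and 0.78 in Arp5 KO and by 1.0 on each in Arp8 KO. The INO80B probe (A_23_P56673) was at 1.99 in Arp5 KO and 0.03 in Arp8 KO. It had 2 adjacent spots bright on Arp5 KO alone.

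The p53 targets showed the largest list difference. Their median in Arp8 KO was 1.17, above every random list, and 15 of the 25 probes were over 2-fold higher, among them BBC3 (2.64 and 2.30), PHLDA3 (2.74) and CDKN1A (1.95 and 1.48). A further BBC3 probe was at 0.16. The spot of the second BBC3 probe and 1 of the 10 spots of the first CDKN1A probe each had an adjacent spot bright on Arp8 KO alone. In Arp5 KO the median was 0.14, at percentile 99.6 of the random lists, and in Arp8 OE it was 0.34, above every random list. Against Arp8 OE the Arp8 KO median was 0.88 and the Arp5 KO median reversed to -0.18. The ATF4 targets were lower in Arp5 KO (-0.18) and Arp8 KO (-0.36) than in WT, at percentiles 0.03 and 0.04, but higher in Arp8 OE (0.57, above every random list). The proliferation genes had medians of -0.14 in Arp5 KO (percentile 0.04) and -0.32 in Arp8 KO (percentile 0.01), and -0.04 in Arp8 OE, inside the range of random lists. Against Arp8 OE the Arp5 KO median of this list was 0.045. MCM2 was lower in both knockouts, by -1.63 and -1.49, and lay at 0.09 in Arp8 OE. The B-lineage genes had medians of -0.01 in Arp5 KO and 0.14 in Arp8 OE, inside the central 95% of random lists, and -0.21 in Arp8 KO, at percentile 0.67. In Arp5 KO this median depended on the reference and the summary. It was -0.36 against Arp8 OE, below every random list, -0.19 by the mean over a gene's probes, and -0.15 over probes with no adjacent spot bright on 1 array alone, a restriction chosen after the data were seen.

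**Figure D4:**
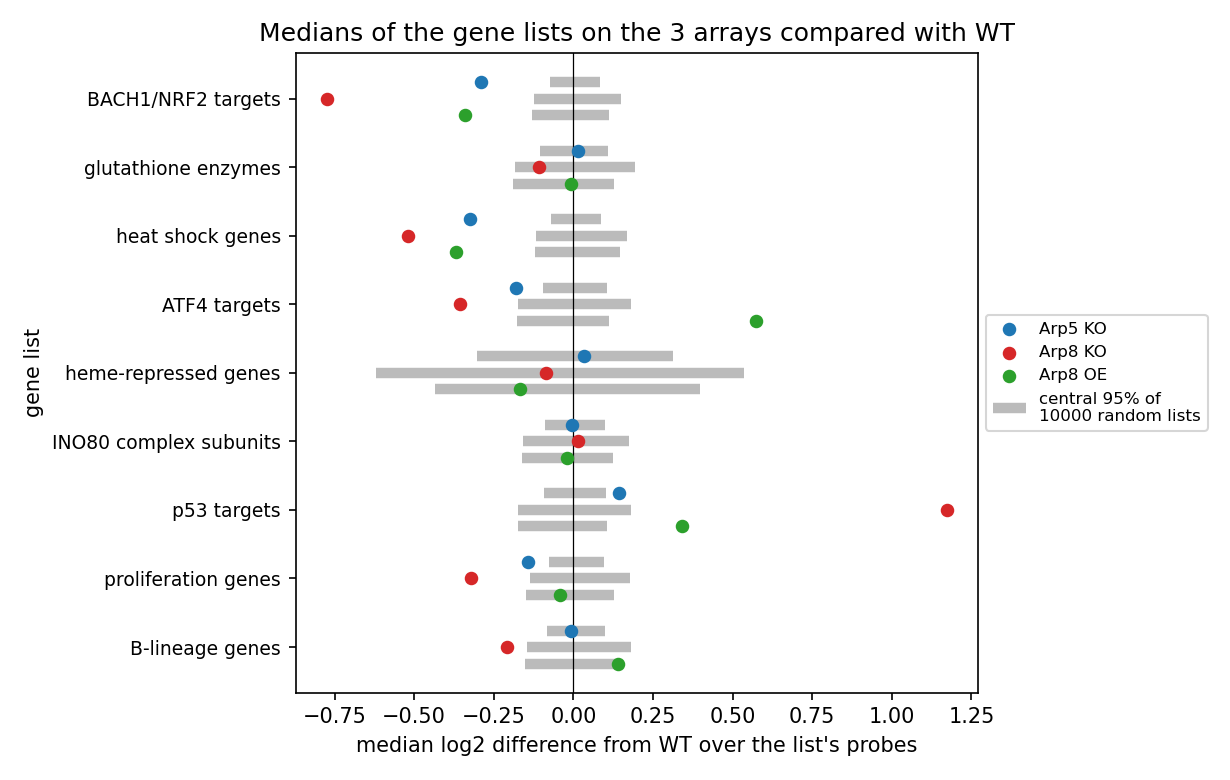
Median log2 difference from WT (horizontal axis) over the probes of each gene list (vertical axis) on the 3 arrays compared with WT, with grey bars for the central 95% of 10000 random lists. The p53 targets in Arp8 KO lie at 1.17, and the BACH1/NRF2 targets and heat shock genes lie left of their bars on all 3 arrays.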

Values the study reported

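By quantitative RT-PCR, the study gave the HMOX1 level in Arp5 KO and Arp8 KO cells after hemin as about 1/100 of the level in wild-type cells. For genes past 2-fold it gave an R squared between the knockouts of 0.77 with oxidative stress and 0.64 without it. More than 90% of the misregulated genes lay in zone I or zone IV in its count.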

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

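The tests of probes beside a bright spot were chosen only after the results were seen; the other alternatives were planned. In all, 881 values were recomputed: 686 moved by less than their error or, for counts, by less than 1.5 times, 187 moved further, and 8 list medians outside the random lists or genes past 2-fold changed sign. Scaling to the median and the series matrix moved none of the 105 values recomputed with each. Both change an array by 1 constant only, close to that of the main scaling: ACTR5 in Arp5 KO was at -4.29 and -4.28, against -4.27. These values nearly repeat the main ones, and their place among the 686 says little about robustness. The share of zone probes in zones I and IV lay between 92.9% and 100% under every alternative, and zone IV held more probes than zone I under each. No paired analysis was possible because each group had 1 array and no result came from a test between groups.

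Quantile normalization moved R squared over all tested probes to 0.301 and the zone IV median in Arp8 OE to -1.53. Cyclic loess moved that median to -1.56 and the share of zone IV probes over 2-fold lower in Arp8 OE to 76.3%. Neither reversed a result, and the cause was not tested.

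Normexp background correction, whose offset is added to every spot and so compresses differences of dim probes, lowered the counts. Higher and lower probes numbered 132 and 170 in Arp5 KO, 248 and 450 in Arp8 KO, and 251 and 189 in Arp8 OE. Zones I, II, III and IV held 18, 1, 1 and 148 probes. R squared was 0.718 over zone probes and 0.325 over all, and the zone IV median in Arp8 OE was -1.20. HMOX1 was at -2.09 in Arp5 KO, -2.02 in Arp8 KO and -1.54 in Arp8 OE. ACTR5 was at -2.80 in Arp5 KO, and 1 ACTR8 probe was at -0.15 in Arp8 OE. The median of the p53 targets in Arp8 KO was 0.87 and that of the ATF4 targets in Arp8 OE 0.48. The direction of all of these was kept, except that the ACTR8 value had been near 0. The share of lower among changed probes in Arp8 KO rose from 56.3% to 64.5%.

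Requiring probes to be well above background on every array compared removes all bounds, and with them many counted probes. It left 155 higher and 203 lower in Arp5 KO, 576 higher and 632 lower in Arp8 KO, and 386 higher and 233 lower in Arp8 OE. Zones I, II, III and IV held 53, 2, 1 and 116 probes, and R squared over all probes was 0.318. The zone IV median in Arp8 OE was -1.10 and 52.6% of zone IV probes were over 2-fold lower there. Without any filter or floor, the added dim probes raised the counts to 1077 and 1679 in Arp5 KO, 1762 and 2810 in Arp8 KO, and 1572 and 1743 in Arp8 OE. Zones I to IV then held 287, 72, 41 and 1192 probes, and zones I and IV together 92.9%. R squared was 0.631 over zone probes and 0.275 over all. The zone IV median in Arp8 OE was -1.32, and 65.7% were over 2-fold lower. Signal over background therefore limits the counts: probes near background make up many of those past 2-fold. In Arp8 KO, however, most probes past 2-fold in the main analysis were well above background on both arrays.

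The mean over a gene's probes counts genes with a symbol in place of probes, so fewer items were tested. It gave 193 higher and 253 lower in Arp5 KO, 336 and 546 in Arp8 KO, and 289 and 252 in Arp8 OE. Zones I, II and IV held 34, 4 and 204 genes, and R squared over all was 0.305. The zone IV median in Arp8 OE was -1.29 with 65.2% over 2-fold lower, and the median of the B-lineage genes in Arp8 KO was -0.49. A 4-fold threshold, which is stricter by construction, left 126 higher and 162 lower in Arp5 KO, 123 and 268 in Arp8 KO, and 176 and 152 in Arp8 OE. Zones I to IV held 5, 0, 0 and 148 probes, so that zones I and IV held 100%. R squared over zone probes was 0.951, the zone IV median in Arp8 OE -2.5 and the share over 2-fold lower 97.3%.

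Leaving out probes with an adjacent spot bright on 1 of the arrays compared alone removed 10.7% of tested probes, 53.9% of zone IV and 12.7% of zone I. The counts were 178 higher and 257 lower in Arp5 KO, and 446 higher and 299 lower in Arp8 OE. Zones II, III and IV held 4, 1 and 191 probes, the zone IV median in Arp8 OE was -1.01 and 50.3% were over 2-fold lower. Zone IV was then 3.08 times zone I.

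Taking Arp8 OE in place of WT as the reference gave all 8 of these changes of sign. In Arp5 KO, the medians became 0.17 for the BACH1/NRF2 targets, 0.022 for the heat shock genes, -0.18 for the p53 targets and 0.045 for the proliferation genes. SC5D became 0.19 and MAB21L2 -0.30 in Arp5 KO, and LGALS4 0.58 in Arp5 KO and 0.0077 in Arp8 KO. By construction, these values lack whatever WT and Arp8 OE do not share. In Arp8 KO, the medians moved to -0.42 for the BACH1/NRF2 targets, -0.11 for the heat shock genes, 0.88 for the p53 targets, -0.23 for the proliferation genes and -0.37 for the B-lineage genes. The ATF4 targets moved to -0.74 in Arp5 KO and -0.76 in Arp8 KO. HMOX1 stayed lower, at -0.92 and -0.86. ACTR5 moved to -4.00 in Arp5 KO and, from a small difference of the other sign, to 0.17 in Arp8 KO. Zones I and II held 40 and 5 probes, and R squared was 0.708 over zone probes and 0.249 over all.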

Other observations

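The tests of array position, bright spots, shared zone IV probes between references, the zones with separate references, the response of the WT culture, the p53 and ATF4 targets and the pairing of the arrays were chosen only after the results were seen; those of the WT array, scaling, the shared reference and missing heme were planned.

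The fold difference of HMOX1 here was 7.88 in Arp5 KO and 7.52 in Arp8 KO. That is a smaller difference than the value quoted from the study above, which came from quantitative RT-PCR and not from an array.

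The excess of zone IV over zone I was not a matter of scaling: the lowest ratio under the other scalings and background correction was 5.19. Nor did it need the WT array as such, since with Arp8 OE as reference the ratio was 11.6. Only 46 zone IV probes were in common between these references. More probes were over 2-fold above than below the other 3 arrays on each array: 294 against 24 on WT, 259 against 24 on Arp5 KO, 231 against 160 on Arp8 KO and 350 against 7 on Arp8 OE. The floor builds in part of this excess, because a probe at the floor can rise on 1 array but hardly fall. Of the bright probes, 192 on WT, 185 on Arp5 KO, 114 on Arp8 KO and 217 on Arp8 OE were dim on the other 3 arrays. On Arp8 KO the excess rests on these dim probes. A candidate explanation is that whichever array serves as the reference contributes its own bright probes to zone IV.

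Part of these bright probes may come from small bright areas of the hybridised slide. The 51.8% of zone IV probes beside another spot bright on WT alone is far above what shuffled positions gave. On the 47 other probes of their genes, the median log2 difference was -0.05, and 2 (4.26%) were in zone IV themselves. None of these 213 zone IV probes lay in the upper rows that held 31.3% of tested single-spot probes, where shuffled positions gave at least 42. The same kind of grouping was seen on every array. Spots bright on 1 array alone had an adjacent such spot in 59.2% of cases on WT, 73.7% on Arp5 KO, 39.0% on Arp8 KO and 62.5% on Arp8 OE, against 3.33% to 4.74% for random positions. No biological explanation was tested for the grouping.

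The other zone IV probes fell into 2 kinds. Of 122 single-spot probes that were not well above background on 1 or more of the 3 arrays and had no bright neighbour, 10 (8.2%) lay in the upper rows, fewer than the 22 in the lowest of the shuffles. Brighter areas of the WT array are therefore a candidate cause for these as well, but not for all: the 27 other probes of their genes had a median of -0.30, and 8 (29.6%) were in zone IV themselves, which goes against a local area for that part. The 76 that were well above background on all 3 arrays were spread more evenly: 17 (22.4%) lay in the upper rows, within the shuffled range. On 48 other probes of their genes the median was -1.19, and 26 (54.2%) were in zone IV. That argues against a local area for this part, which may hold most of the transcripts that truly differed between these cultures. Whether genotype, culture or treatment made the difference cannot be told with 1 array per group.

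Simulated unchanged groups reached an R squared over zone probes of 0.860, above the observed value, although their zone counts differed from those observed. The correlation of the knockouts over zone probes could therefore come in part from the shared WT array and the 2-fold selection. These are not the whole cause of what the knockouts had in common. With Arp5 KO set against WT and Arp8 KO against Arp8 OE, 90.8% of the zone probes were in zones I and IV, above the 62.6% at most in simulated unchanged arrays. R squared in this pair was 0.383 over zone probes and 0.038 over all, against at most 0.068 and 0.00079 in the simulations. With the references exchanged the relation was negative (rho -0.06 over all probes) and the share was 26.4%, below every simulation. That pair gives no evidence for a component shared by the knockouts, and its direction is the one that the pairing of Arp8 KO with Arp8 OE would give. How much of the correlation comes from the shared array cannot be told. A common effect of losing either subunit could be part of it, and so could a difference in treatment.

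The low HMOX1 signal in the knockouts was not due to a bright spot on the WT array: all 10 spots of the probe, at separate positions, were over 2-fold lower in Arp8 KO, and so were all 9 usable spots in Arp5 KO. What remains open is the treatment and the culture. If the knockout cells had been given no heme, as part of their labels says, heat shock genes should be lower and ALAS1 and TFRC higher in both. The heat shock genes were lower, but the heme-repressed genes had a median of -0.086 in Arp8 KO, inside the range of random lists and over 3 probes only. TFRC went against the expectation in Arp8 KO, at -0.87, and was at 0.035 in Arp5 KO. It was lower still in Arp8 OE, at -1.16, so it does not follow the labelled treatment and does not decide the question. The heat shock genes were also lower in Arp8 OE, which the labels give as treated. Their medians in the knockouts against Arp8 OE lay inside the central 95% of random lists. HSPA1A, however, stayed lower in both knockouts than in Arp8 OE on all 3 of its probes. A stronger response of the WT culture could also be involved. HMOX1 was at -2.05 in Arp8 OE against WT, although the ACTR5 and ACTR8 probes were near their WT signal there. Missing heme, the WT culture and the loss of the subunits cannot be told apart with these arrays, although HMOX1 stayed lower in both knockouts than in Arp8 OE. Outside these arrays, the study's quantitative RT-PCR gave low HMOX1 in both knockouts after hemin, averaged over independent experiments. The study also describes arrays of knockout cells both with and without oxidative stress, which does not settle the labels of these samples.

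The GSTM3 difference rests on a single probe, and its 2 other probes were not well above background on any array. Of the 56 spots around the bright probe, 9 were also bright on WT alone, more than the 4 at most for shuffled positions. A bright area on the WT array is therefore a likely source of this difference. A GSTM3 transcript present in WT alone is not excluded, since the other probes may not detect it.

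The p53 targets stood out in Arp8 KO. Of the 23 probes higher than in WT there, 19 (82.6%) had no spot beside one bright on WT or Arp8 KO alone, and the lowest median under the other scalings and background correction was 0.87, so neither explanation accounts for it. A p53 response in this culture is a hypothesis, which may relate to the loss of Arp8 or to the state of 1 culture. The lower median of the proliferation genes there (-0.32) goes the same way. The ATF4 targets in Arp8 OE were read the same way: 20 of the 21 higher probes (95.2%) had no spot beside one bright on WT or Arp8 OE alone, and the median stayed at 0.48 or above under the other scalings and background correction. A stress or nutrient difference of that culture might be involved, and was not tested.

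The 4 arrays could be paired in 3 ways. For 203 probes, both WT and Arp5 KO lay over 2-fold from both Arp8 KO and Arp8 OE, against 61 probes that set both knockouts apart from WT and Arp8 OE and 9 for the remaining pairing. Over probes with no neighbour bright on 1 array alone the counts were 177, 44 and 2, so bright spots do not explain it. Past 4-fold there were 22, 3 and 2 probes, among the 22 the BTBD6, ZSCAN18 and SMCO4 transcripts that were low in Arp8 KO and Arp8 OE. One possible explanation is that the Arp8 OE cells were derived from the Arp8 KO cells and kept transcripts that had changed in that line. The ACTR8 signal at its WT level speaks for this only if the probes detect an added copy, which is not known. Shared handling cannot be told apart from a shared origin with 1 array per group. The 75th percentiles of the signal pair the arrays in the same way. They were divided out of the values counted here, so they do not decide between the explanations. If the Arp8 OE cells have that origin, differences that Arp8 KO and Arp8 OE share against WT are not evidence for an effect of Arp8.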
